# Hypoxia Abrogates Tumor-Suppressive Activities of C/EBPδ in Pancreatic Cancer

**DOI:** 10.3390/ijms25179449

**Published:** 2024-08-30

**Authors:** Leonie Hartl, Marieke S. ten Brink, Hella L. Aberson, Jan Koster, Danny A. Zwijnenburg, JanWillem Duitman, Maarten F. Bijlsma, C. Arnold Spek

**Keywords:** CEBPD, hypoxia, HIF1A, pancreatic cancer

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is a dismal disease with a low 5-year survival rate of only 13%. Despite intense research efforts, PDAC remains insufficiently understood. In part, this is attributed to opposing effects of key players being unraveled, including the stroma but also molecules that act in a context-dependent manner. One such molecule is the transcription factor C/EBPδ, where we recently showed that C/EBPδ exerts tumor-suppressive effects in PDAC cells in vitro. To better understand the role of C/EBPδ in different contexts and the development of PDAC, we here build on these findings and assess the effect of C/EBPδ in a PDAC model in mice. We establish that the lack of oxygen in vivo—hypoxia—counteracts the tumor-suppressive effects of C/EBPδ, and identify a reciprocal feedback loop between C/EBPδ and HIF-1α. RNA sequencing of C/EBPδ-induced cells under hypoxia also suggests that the growth-limiting effects of C/EBPδ decrease with oxygen tension. Consequently, in vitro proliferation assays reveal that the tumor-suppressive activities of C/EBPδ are abrogated due to hypoxia. This study demonstrates the importance of considering major physiological parameters in preclinical approaches.

## 1. Introduction

Pancreatic ductal adenocarcinoma (PDAC) is among the deadliest cancers of all. Due to a late onset of symptoms, PDAC is typically diagnosed at an advanced stage, rendering 80–85% of patients ineligible for surgical resection [1]. Treatment options for these patients remain poor, resulting in a 5-year survival rate of only 3% in patients with distant metastases [2]. The incidence of PDAC keeps rising by about 1% every year, resulting in an estimated 66,440 new cases and 51,750 deaths from pancreatic cancer in the US in 2024, and making it the third leading cause of cancer-related death [2]. It is therefore of utmost importance that we better understand the biology of PDAC and utilize state-of-the-art models to study its molecular characteristics and improve patient treatment.

CCAAT/enhancer-binding protein delta (C/EBPδ) belongs to the C/EBP-family of transcription factors which is associated with the development of various malignancies [3]. Depending on the biological context, C/EBPδ has been shown to function as a tumor suppressor or as a tumor promoter, employing various mechanisms [3,4,5]. While C/EBPδ can induce differentiation in cancer cells thereby limiting their proliferation, C/EBPδ has also been shown to act as a mediator of cancer cell stemness and epithelial-to-mesenchymal transition (EMT) [6,7,8,9]. Furthermore, C/EBPδ can aid in hypoxia adaption, boost angiogenesis, and modulate inflammatory signaling to promote tumor growth [10,11,12,13]. The biological context and specifically the interactions between tumor cells and the stromal compartment thus appear to contribute to the outcome of C/EBPδ’s activity [4].

We previously showed that C/EBPδ protein and mRNA are suppressed in PDAC tumor cells and that lower C/EBPδ expression correlates with enhanced lymph node involvement and shorter overall survival [14]. Re-expression of C/EBPδ in different PDAC cell lines curbed proliferation, clonogenicity, and migration, suggesting it has predominantly tumor suppressive activities in this context [14,15]. These experiments were performed using classical 2-dimensional cell culture models. While being valuable models for early-stage preclinical experiments, these 2-dimensional models lack many characteristics of the physiological tumor microenvironment like a 3-dimensional extracellular matrix, interstitial pressure, interactions with stromal cells, and a restricted access to nutrients. In this study, we consequently sought to confirm the effects of C/EBPδ on PDAC development and test whether re-expression of C/EBPδ also limits tumor growth in a pre-clinical subcutaneous in vivo model and under hypoxic conditions.

## 2. Results

### 2.1. C/EBPδ Limits PDAC Cell Expansion without Exerting Paracrine Effects

To test whether C/EBPδ functions as a tumor suppressor not only in vitro but also in vivo, a co-injection model of inducible C/EBPδ overexpressing and wild type PDAC cells was developed. The inducibility of C/EBPδ using doxycycline in these cells was previously confirmed on an mRNA and protein level [14], and Figure S1 exemplarily shows that the known C/EBPδ target genes *IL8* and *PTX3* [16,17] are also induced upon C/EBPδ activation, implying that functional C/EBPδ is made in response to doxycycline treatment.

To exclude possible paracrine effects, we first tested the effect of C/EBPδ on (neighboring) tumor cells in vitro using a doxycycline-inducible *CEBPD* overexpression system [14]. Specifically, we initiated a competition assay using doxycycline-inducible PDAC cells, where inducible cells are green fluorescent and control cells are red fluorescent. Inducible and control cells were combined, treated with doxycycline, and followed over the course of several passages. To control for clonal differences in proliferation, we conducted the same experiment without doxycycline and corrected the expansion rate of the treated cells for the difference observed in untreated cells (Figure S2). From flow cytometry analysis, it became clear that in the doxycycline-treated condition, the fraction of inducible, C/EBPδ-high cells decreased while the fraction of control, C/EBPδ-low cells increased after normalization to the untreated control condition (Figure 1). These data confirm the previously established notion that C/EBPδ reduces the proliferative potential of PDAC cells, presumably via intracellular mechanisms, whilst the growth of neighboring cells remains unaffected. Why the difference in proliferative potential is amplified in MIA PaCa-2 as opposed to PANC-1 remains unknown, but it is conceivable that the higher growth rate of MIA PaCa-2 and the different methylation profiles of the two cell lines account at least in part for this [18].

### 2.2. Growth-Limiting Effects of C/EBPδ Are Diminished In Vivo

After ruling out C/EBPδ-mediated paracrine effects on proliferation in vitro, we next tested the effect of C/EBPδ on PDAC cell proliferation in vivo. To this end, we employed a subcutaneous xenograft mouse model using MIA PaCa-2 cells where a combination of inducible and control cells were injected in the flank of immune-deficient nude mice. Mice were then treated with or without doxycycline for up to 8 weeks. From analyzing the ratio of green fluorescent inducible and red fluorescent control cells in harvested tumors, it became apparent that C/EBPδ induction in cancer cells in vivo did not show as distinct growth-suppressive effects as it did in vitro (Figure 2A). Plotting the ratio of red control and green inducible cell fractions suggested that control cells in the doxycycline-treated group only had a minor growth advantage over C/EBPδ-induced cells and that these ratios do not significantly differ between the two treatment arms (Figure 2B). Although the lack of significance might be attributed to low sample sizes and enhanced biological variability in vivo as compared to in vitro, these outcomes suggest that the downstream effects of C/EBPδ differ between in vitro and in vivo conditions. While C/EBPδ activation in vitro resulted in a marked growth advantage of control cells over C/EBPδ-induced cells after 4 weeks, we merely observed a trend reminiscent of this in vivo. Interestingly, although doxycycline treatment did slightly favor the outgrowth of control cells over C/EBPδ-inducible cells, doxycycline-treated tumors were on average larger than untreated ones (52%, 708 mm^3^, and 464 mm^3^, respectively). Altogether, these results imply that the proliferation-limiting effects of C/EBPδ induction observed in vitro are diminished through yet unknown mechanisms in vivo.

### 2.3. C/EBPδ Is Expressed near Necrotic, HIF-1α-Positive Areas in Subcutaneous Tumors

Multiple parameters differ between the in vitro setting and the in vivo environment. To some extent, these differences could potentially be attributed to the absence of stromal cells in the in vitro experiments. Indeed, pancreatic cancer is known for its very dense desmoplastic reaction, for high interstitial pressure, and low oxygen tension [19]. To obtain insights into the mechanisms underlying the lack of effects of C/EBPδ on proliferation in vivo, we first used fluorescence microscopy to look at cross-sections of the tumors and further found that red control cells preferably grow at the periphery of the tumors while C/EBPδ-inducible cells also proliferate at the core of the tumor mass (Figure S3). This suggests that cells expressing C/EBPδ can better cope with the harsh environment at the center of a tumor. The tumor core is indeed characterized by increased interstitial pressure and by decreased oxygen tension. To corroborate these findings, we used RNA in situ hybridization to visualize *CEBPD* mRNA in sections of the obtained xenografts (Figure 3B–D). We opted for RNA in situ hybridization for *CEBPD* to directly assess the in vivo efficacy of doxycycline which acts on *CEBPD* transcription and because we previously showed that high levels of *CEBPD* mRNA correspond to high levels of C/EBPδ protein in our C/EBPδ overexpressing MIAPaCa-2 cells. From these, it became clear that *CEBPD* is predominantly expressed in the periphery of necrotic areas. Necrotic areas, also referred to as necrotic cores, are masses of cells undergoing a form of uncontrolled cell death (necrosis) in response to insufficient levels of oxygen. Cells undergoing necrosis disintegrate and release their contents and debris into their surroundings, further triggering a local inflammatory response. C/EBPδ has previously been shown to be expressed in the (still) viable cells immediately surrounding necrotic areas where it is co-expressed with HIF-1α, a major transcriptional regulator of the cellular response to hypoxia [11]. We thus next stained HIF-1α protein in consecutive sections (Figure 3A,C,D). Importantly, as opposed to *CEBPD*, HIF-1α must be assessed on the protein level as its mRNA is highly abundant while the protein is rapidly degraded under oxygenated conditions, therefore serving as the more reliable readout of HIF-1α activity. These stainings revealed that *CEBPD* is indeed highly expressed in the cells surrounding the necrotic, hypoxic, HIF-1α-positive areas which are filled with collapsed cells (marked with asterisks in Figure 3). While HIF-1α is widely expressed in these tumors, quantitative image analysis shows that around 70% of the *CEBPD*-associated signal overlaps with the HIF-1α protein signal. In summary, these findings imply that C/EBPδ-inducible cells can better cope with the harsh environment at the center of tumors than the non-C/EBPδ-inducible control cells.

### 2.4. C/EBPδ Is Induced by Hypoxia and Boosts HIF-1a Protein Expression

Cells that are cultured in vitro are commonly exposed to 20% oxygen (normoxia). However, most tumors—and especially PDAC which presents with a dense desmoplastic reaction—have to cope with lower oxygen tensions of 0.3–4.2% (hypoxia) which can have important consequences for tumor cell behavior [20]. This, and the results in Figure 3, prompted us to further elucidate the role of C/EBPδ in PDAC cells under oxygen-deprived conditions. The effect of hypoxia on the cells was confirmed by HIF-1α protein expression which is elevated in hypoxic cells compared to normoxic cultures where HIF-1α protein was barely detected regardless of C/EBPδ induction (Figures S4 and S5). This assured us that the cells sense the lack of oxygen and exhibit the appropriate response (Figure S6). Further, C/EBPδ was induced by hypoxia as compared to normoxia, irrespective of the addition of doxycycline (Figure 4A). Also, doxycycline-mediated induction of C/EBPδ was much more potent under hypoxia than under normoxic oxygen levels (Figure 4A). As a feedback mechanism has been described between C/EBPδ and HIF-1α, we next looked at HIF-1α protein levels in C/EBPδ-induced cells. We indeed observed that HIF-1α expression is reciprocally enhanced when C/EBPδ was induced (Figure 4B). Likewise, we have observed that *HIF1A* mRNA levels are increased upon the induction of C/EBPδ under both normoxic and hypoxic conditions (Figure S7). 

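The mRNA level of HIF1A was measured by RNA sequencing in 3 control libraries and 3 C/EBPδ-induced libraries of MIA PaCa-2 cells kept at 1% oxygen for 48 h. HIF1A (ENSG00000100644.17) lies on chromosome 14 of GRCh37 from 62162231 to 62214977 on the plus strand and encodes a protein from a transcript of 15 exons. Long noncoding RNA genes overlap it on both strands, and reads of these could not be told from its own where counting did not use strand. Under hypoxia, its level, as reads counted per gene and scaled by library size (CPM), was 684 ± 9.92 (SD, n = 3) in the control libraries and 797 ± 32.0 (SD, n = 3) in the induced libraries. The log2 fold change was 0.22 with a standard error of 0.04 (adjusted p = 0.00018, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was larger than the spread between replicates, since each induced library was above each control library, which gives p = 0.10 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change stayed between 0.19 and 0.25. The normoxic libraries were not analysed here.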

Interestingly, however, it has been shown in alveolar epithelial cells that acute hypoxia induces HIF-1α protein stability, while prolonged hypoxia of 12 h leads to a decrease in both *HIF1A* mRNA and HIF-1α protein levels [21]. Based on these data and our observation that hypoxia initially induces C/EBPδ, it is conceivable that acute hypoxia jump-starts a sustainable and prolonged feedback reaction between C/EBPδ and HIF-1α.

In conclusion, we found that hypoxia promotes a favorable environment for C/EBPδ activation and that high expression of HIF-1α correlates with high levels of *CEBPD* mRNA and protein expression.

### 2.5. Hypoxia Prevents C/EBPδ-Mediated Suppression of Proliferation-Associated Pathways

To obtain a mechanistic insight into why C/EBPδ limits tumor growth in normoxia but does this less efficiently in hypoxia, we subjected MIAPaCa-2 control cells and C/EBPδ-inducible cells at hypoxia and at normoxia to C/EBPδ induction and to subsequent RNA sequencing. 

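MIA PaCa-2 is an established human pancreatic cancer cell line. The hypoxic part of the experiment was analysed here, with 3 control libraries and 3 C/EBPδ-induced libraries from cells kept at 1% oxygen for 48 h, and the normoxic libraries were not analysed here. The descriptions of the control libraries differ. The sample labels describe cells with a doxycycline-inducible control construct that also received 2 µg/mL doxycycline, whereas the heading of the deposited table names both groups as cells with the CEBPD construct and only the induced group as treated with doxycycline. The paper writes of control and inducible cells in its results, and of treated and untreated cells in its methods. These sources name the same 3 libraries as induced, but whether the groups differ in the construct, in doxycycline or in both was not settled. The paper gives 9% serum in the culture medium and the labels give 10%. The authors aligned the reads with STAR to NCBI37/hg19, annotated them with Gencode v32 and deposited the number of reads per gene without normalization. The way of counting and its use of strand are not named in the paper's text. The deposited table held 31728 genes, none of them at 0 in all 6 libraries. The control libraries held 10988972, 10289770 and 24226349 counts and the induced libraries held 18410742, 14589323 and 9279762. The deepest library thus held 2.61 times the counts of the shallowest. Any 2 replicates of a group differed by more than the sampling noise. Counts were scaled by edgeR's TMM method after its filter on low counts. Groups were compared by its quasi-likelihood test with the paper's cutoff of 0.01 on the adjusted p, whereas the paper used DESeq2, which was run as an alternative. The induced gene was examined first. CEBPD (ENSG00000221869.5) is a gene of 1 exon on chromosome 8 of GRCh37 from 48649475 to 48650726 on the minus strand. It ranged from 41.5 to 48.3 CPM (counts scaled by library size) over the 3 control libraries and from 453 to 488 CPM over the 3 induced libraries. Reads of an introduced CEBPD sequence were not separated from those of the cells' own gene.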

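Under hypoxia, 3404 of the 14948 genes tested were differentially expressed at an adjusted p under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries per group). Of these DEGs, 1548 had higher and 1856 had lower expression in the C/EBPδ-induced libraries. Most changes were small, with a median absolute log2 fold change of 0.49 among the DEGs. A log2 fold change of at least 1 in either direction was seen in 682 DEGs, 327 of them higher and 355 lower, and adding this requirement moved the number of DEGs more than any other alternative. The 3 induced libraries lay entirely above or entirely below the 3 control libraries in 3372 of the DEGs and in 6567 of all genes tested. The latter is 43.9% of the genes, where chance alone gives 10%. DESeq2 applied to all genes with its own filtering called 2727 genes, 2687 of which were also called by edgeR.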

Figure 5A shows a Venn diagram of the differentially expressed genes (DEGs) due to C/EBPδ induction for 48 h under both conditions. 

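The genes with the largest changes under hypoxia were taken by the rule of Figure 5C, as the 10 highest and 10 lowest log2 fold changes among the 100 genes with the smallest p-values. All 20 genes of Figure 5C were among these 100 genes. FGF2 (ENSG00000138685.17, chromosome 4 of GRCh37 from 123747837 to 123819391) encodes a growth factor and overlaps NUDT6 on the opposite strand. It rose from 104 ± 10.7 CPM (SD, n = 3) in the control libraries to 710 ± 28.8 (SD, n = 3) in the induced libraries, a log2 fold change of 2.76 with a standard error of 0.06 (adjusted p = 2.1e-22, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CEBPD itself was 10.5-fold higher, the largest log2 fold change among the 10 genes with higher expression in Figure 5C. NTSR1 (ENSG00000101188.5, chromosome 20 from 61340188 to 61394123), which encodes a neurotensin receptor and overlaps a long noncoding RNA on the opposite strand, fell from 21.1 ± 3.19 to 1.23 ± 0.40 CPM (SD, n = 3 each), a log2 fold change of -4.14 with a standard error of 0.19. KRT15, a keratin gene, had a log2 fold change of -3.88 with a standard error of 0.15. Of the 10 genes with higher expression in Figure 5C, 4 were among the 10 highest by edgeR, and of the 10 with lower expression, 9 were among the 10 lowest. The other genes among the 10 highest by edgeR were S100A9, C3AR1, CDH1, ORM1, SLPI and PADI2. Each of them had at most 6 counts in any control library, so that their fold changes rest on very few control reads. Among the 10 lowest by edgeR, PLAU took the place of SHH. DESeq2 applied to all genes gave the 20 genes of Figure 5C in both directions.

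**Figure D1:**
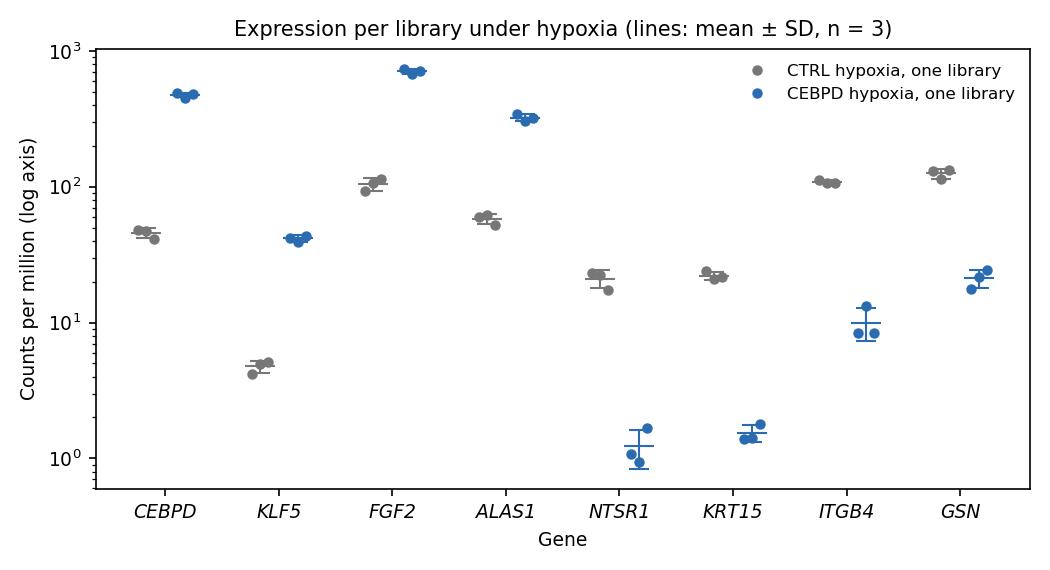
CPM on a log axis for 4 genes with higher and 4 with lower expression in the C/EBPδ-induced libraries under hypoxia. Each point is one library, and the lines give the mean and SD of the 3 libraries of a group. For each gene, the control and the induced libraries do not overlap.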

The top 10 up and downregulated genes are listed in Figure 5B (normoxia) and Figure 5C (hypoxia). 

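Movement of gene sets under hypoxia was tested on 11 gene lists. The Hallmark collection itself was not used here. Of the lists, 7 were written from memory to approximate Hallmark sets for MYC targets, E2F targets, the G2M checkpoint, the mitotic spindle, cholesterol homeostasis and hypoxia, and they are not the database's sets. A further 2 lists, of sterol synthesis and of core HIF targets, were also written from memory, and the remaining 2 are the S phase and G2/M phase lists of the Seurat package. The mitotic spindle list had a median log2 fold change of -0.14 over 189 genes tested, against 0.01 for all genes. It was lower in the camera test with a preset correlation of 0.01 between genes (adjusted p = 1.2e-08, Benjamini-Hochberg over the 11 lists). Of its genes, 74 were DEGs with lower and 9 with higher expression, and 80 and 12 when adjusted over the list alone. Lower DEGs made up 39.2% of the list and 12.1% of the other genes (adjusted p = 1.4e-19, Fisher's exact test, two-sided). The sterol synthesis list moved most, with a median log2 fold change of 0.63 over 22 genes (camera, adjusted p = 2.1e-21), and 20 of its genes were DEGs with higher expression, also when adjusted over the list alone. The cholesterol list had a median of 0.17 over 63 genes (camera, adjusted p = 0.00020), with 24 DEGs higher and 9 lower, and 27 and 10 when adjusted over the list alone. It is not a separate result, since 19 of its genes are those of the sterol synthesis list. The other 44 genes had a median of 0.04, with 7 DEGs higher and 8 lower, and did not pass (camera, adjusted p = 0.85). This division was chosen after the data had been seen. The hypoxia list was lower, with a median of -0.10 over 159 genes (camera, adjusted p = 0.00031). In all, 9 of the 11 lists passed an adjusted p of 0.05 in camera, and all 9 also did so in the fry test. None passed when camera estimated the correlation between genes for each list, where the lowest adjusted p was 0.11 and 2 lists had an unadjusted p under 0.05. Regrouping the same libraries into 3 against 3 with both conditions mixed, which can be done in 9 ways, still put between 2 and 8 lists past the camera threshold. These regroupings hold a part of the real difference, so their number of lists is not a rate of false calls.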

We next determined the enrichment of the DEGs in both conditions within the Hallmark gene sets (Broad institute Molecular Signatures Database [22]) (Figure 5D). 

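Under hypoxia, the lists approximating MYC targets did not move past the threshold. MYC list 1 had a median log2 fold change of -0.03 over 200 genes tested (camera, adjusted p = 0.33) and 114 of its genes lay below 0. It held 29 DEGs with lower and 14 with higher expression, and 27 and 13 when adjusted over the list alone. Lower DEGs made up 14.5% of the list and 12.4% of the other genes, which was not a detectable difference (adjusted p = 0.53, Fisher's exact test, two-sided). This result depended on the settings. With the DEG threshold at 0.05 the overlap with lower DEGs passed (adjusted p = 0.0013), as it did with DESeq2 applied to all genes (adjusted p = 0.0093) and without control replicate 3 (adjusted p = 0.00038), and without the filter on low counts camera put the list lower (adjusted p = 0.015). MYC list 2 had a median of 0.04 over 59 genes (camera, adjusted p = 0.36), with 5 DEGs lower and 7 higher, the same numbers as when adjusted over the list alone. MYC (ENSG00000136997.21) lies on chromosome 8 of GRCh37 from 128747680 to 128755197 on the plus strand and overlaps CASC11, a noncoding RNA gene on the opposite strand. It was at 598 ± 37.8 CPM (SD, n = 3) in the control libraries and at 596 ± 3.94 (SD, n = 3) in the induced libraries. Its log2 fold change of 0.00 had a standard error of 0.05 (adjusted p = 0.97, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that no difference beyond the spread between replicates was seen.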

Interestingly, proliferation-associated MYC targets are suppressed by C/EBPδ under normoxia but not under hypoxia. Cell cycle progression is hampered by C/EBPδ under normoxia through suppression of the G2M checkpoint and of E2F targets, while under hypoxia, suppression of these gene sets is much less pronounced. It thus seems that multiple mechanisms are differentially regulated by C/EBPδ under hypoxia and the limited downregulation of cell cycle progression and proliferation likely contributes to the lack of C/EBPδ’s tumor-suppressive effects under hypoxic conditions. Indeed, we have previously shown that induction of C/EBPδ in these cells reduced their proliferation under normoxic conditions (Figure 1A and [14], while here, we present a cell growth assay under hypoxic conditions, showing that doxycycline-induced C/EBPδ even leads to a slight increase in proliferation in the absence of oxygen (Figure 5E).

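Under hypoxia, both lists that approximate these gene sets were lower in the C/EBPδ-induced libraries by small amounts. The E2F list had a median log2 fold change of -0.12 over 199 genes tested (camera, adjusted p = 0.00051), and 147 of its genes lay below 0. It held 59 DEGs with lower and 7 with higher expression, and 62 and 7 when adjusted over the list alone. Lower DEGs made up 29.6% of the E2F list and 12.2% of the other genes (adjusted p = 2.5e-10, Fisher's exact test, two-sided). The G2M list had a median log2 fold change of -0.11 over 195 genes (camera, adjusted p = 0.0012), with 62 DEGs lower and 14 higher, and 70 and 16 when adjusted over the list alone. Lower DEGs made up 31.8% of it (adjusted p = 5.5e-12, the same test). The lists share many genes, and when genes shared among the MYC, E2F, G2M and mitotic spindle lists were removed the G2M list kept 87 genes and no longer passed (camera, adjusted p = 0.39), while the E2F list kept 102 genes and still passed. When genes shared with any of the 11 lists were removed, an alternative chosen after the data had been seen, the E2F list kept 83 genes and did not pass (camera, adjusted p = 0.14). The cell cycle lists of the Seurat package, most of whose genes are also in the other lists, were lower too. The G2/M phase list had a median of -0.20 over 54 genes (camera, adjusted p = 9.4e-07), with 27 DEGs lower and 2 higher, and 29 and 2 when adjusted over the list alone. The S phase list had a median of -0.15 over 43 genes (camera, adjusted p = 0.019), with 11 DEGs lower and 2 higher, and 13 and 2 when adjusted over the list alone. It passed no longer without induced replicate 3 (adjusted p = 0.061), and its overlap with lower DEGs depended on the settings. ANLN (ENSG00000011426.11, chromosome 7 of GRCh37 from 36429430 to 36493400), which overlaps MATCAP2 on the opposite strand and had the smallest p of the G2/M phase list, fell from 634 ± 38.3 to 354 ± 19.5 CPM (SD, n = 3 each). Its log2 fold change was -0.84 with a standard error of 0.05 (adjusted p = 2.4e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Whether suppression under hypoxia differs from that under normoxia was not tested, since the normoxic libraries were not analysed here. From the weaker suppression of these sets and the lack of suppression of MYC targets, the paper proposes that limited downregulation of the cell cycle contributes to the loss of the tumor-suppressive effects of C/EBPδ under hypoxia.

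**Figure D2:**
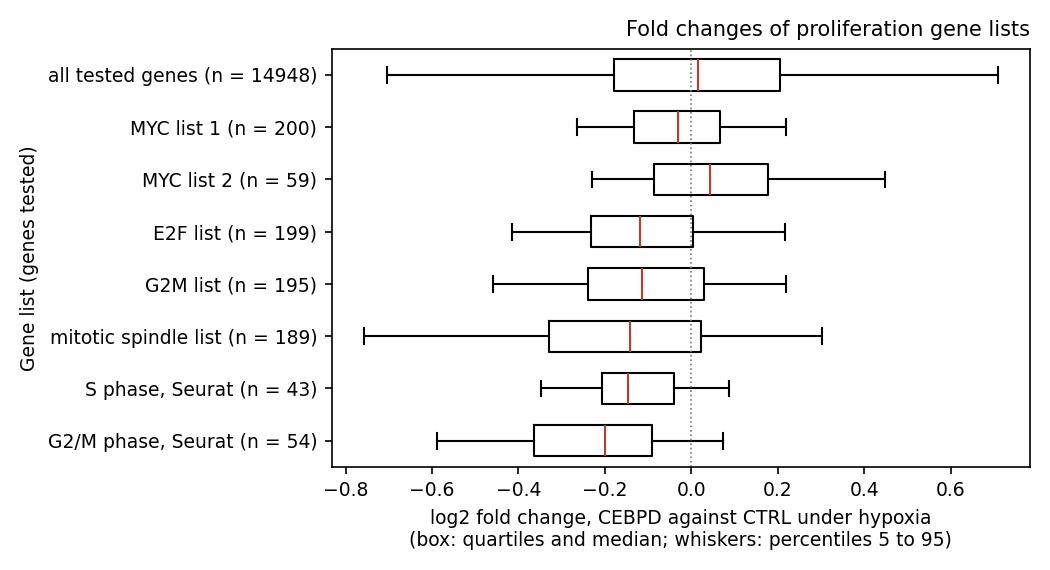
Log2 fold changes between the C/EBPδ-induced and the control libraries under hypoxia, for all genes tested and for 7 gene lists. Boxes give the quartiles and the median in red, and whiskers run from percentile 5 to percentile 95 of the genes. The medians of the E2F, G2M, mitotic spindle and Seurat lists lie between -0.20 and -0.11, and those of the MYC lists at -0.03 and 0.04.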

## 3. Discussion

In this study, we challenged the role of C/EBPδ as a tumor suppressor in PDAC using a preclinical mouse model. While we have previously reported a growth-suppressive effect of C/EBPδ under normoxic conditions in vitro, we here show that in hypoxia and in vivo, these tumor suppressor effects are abrogated, presumably due to reciprocal activation of C/EBPδ and HIF-1α. Mechanistically, RNA sequencing suggests that under normoxic conditions, C/EBPδ strongly suppresses MYC-mediated proliferation as well as the G2M checkpoint and E2F-mediated cell cycle progression. This suppression is weakened (E2F targets and G2M checkpoint) or absent (MYC targets) under hypoxia, presumably contributing to a growth advantage of C/EBPδ-high cells under hypoxia as opposed to its proliferation-limiting effects previously observed under normoxia [14].

The current literature indeed points towards a positive feedback loop of C/EBPδ and HIF-1α, a major regulator of the cellular response to hypoxia and predictor of poor prognosis in PDAC [4,24,25,26,27]. In breast cancer cells, C/EBPδ is induced by hypoxia [10]. In response to this, C/EBPδ suppresses the ubiquitin ligase FBXW7 which otherwise targets mTOR for proteasomal degradation. Suppression of FBXW7 consequently reactivates mTOR/AKT/S6K1 signaling which subsequently activates HIF-1α [10]. Additionally, C/EBPδ promotes HIF-1α expression through upregulation of the IL-6 receptor in these cells, enhancing their self-renewal and sphere-forming capacity [8]. Suppression of HIF-1α on the other hand led to inhibition of C/EBPδ in lymph endothelial cells, implying a regulatory mechanism in the opposite direction [24]. In macrophages, C/EBPδ aids in HIF-1α-mediated inflammatory signaling and macrophage activation [28]. Although the latter two have not been assessed in tumor cells, these findings point to a reciprocal action between the two transcription factors. Our findings add to this notion; we found an increase in *HIF1A* mRNA due to C/EBPδ induction (Figure S7) and also HIF-1α protein appears to be induced by C/EBPδ expression. At the same time, C/EBPδ is robustly induced by hypoxia. These data confirm the described reciprocal loop, and further complicate the notion of C/EBPδ as a tumor suppressor. Interrupting the HIF-1α/C/EBPδ axis might yet present a clinically interesting route to exploit the tumor-suppressive effects of C/EBPδ in hypoxic PDAC tumors.

HIF-1α is a subunit of the HIF-1 transcription factor and possesses transcriptional activity. Whether HIF-1α directly interferes with C/EBPδ-mediated transcription, or whether HIF-1α-mediated transcription counteracts that by C/EBPδ remains unclear. The latter would imply that under severe hypoxia (i.e., <1% oxygen), HIF-1α mediated transcription might outperform C/EBPδ-mediated suppression.

In apparent contradiction to the findings presented above, we previously showed that C/EBPδ expression in PDAC tumor cells—known to be particularly a hypoxic tumor—positively correlates with patient survival [14]. Conversely, here we found that re-expression of C/EBPδ in hypoxic tumor cells cannot compensate for the effects of low endogenous C/EBPδ expression under hypoxia. C/EBPδ is known to be involved in various tumor-related mechanisms including inflammatory and endothelial cell signaling. Appropriate tumor–stroma interactions are absent in xenograft models where human tumor cells are nested in a mouse stroma. It might thus be the crosstalk between tumor cell-C/EBPδ and stromal cells that ultimately determines patient survival. Alternatively, human PDACs might be less hypoxic than these largely avascular subcutaneous tumors, causing only a diminished influence on C/EBPδ’s downstream effects. Next to this, we showed a negative correlation of C/EBPδ and lymph node involvement in PDAC patients. Lymph node involvement can function as a predictor of distant metastases which are the main reason for cancer-related death [29]. In agreement with this, we have previously shown that C/EBPδ is a major regulator of cell cytoskeleton dynamics in PDAC cells and that cells with higher C/EBPδ have a lower propensity to migrate [15]. Importantly, HIF-1α has recently been shown to act as a suppressor of cell motility and metastasis in orthotropic PDAC mouse models [30]. Although this is in discrepancy with other findings [25,31], it makes us question HIF-1α’s reputation of a general marker for poor prognosis. Whether an induction of C/EBPδ contributes to this effect remains to be elucidated. Yet, while aiding cell survival in hypoxic tumor regions, C/EBPδ might still limit the dissociation of cells from the primary tumor through cytoskeletal retardation and thereby hamper metastases formation and enhance patient survival.

A positive feedback loop has also been described between C/EBPδ and MYC which co-amplify in urothelial carcinoma (UC) to promote a metabolic shift from oxidative phosphorylation towards glycolysis [32]. In UC cells, this relationship is—again—in part regulated by C/EBPδ-mediated repression of FBXW7 to prevent proteasomal degradation of MYC [32]. HIF-1α on the other hand has been shown to suppress MYC via multiple pathways to reduce proliferation [33,34]. Whether HIF-1α-mediated repression of MYC is ineffective in PDAC cells or counteracted by C/EBPδ-mediated activation of MYC remains unclear. Yet, conversely, HIF-1α carefully controls residual MYC-activity to promote angiogenesis and glycolysis to ultimately enhance cell survival [33,34]. Both C/EBPδ and HIF-1α might thus contribute to the reduced suppression of MYC targets upon C/EBPδ induction under hypoxia and promote tumor cell survival in vivo.

Unfortunately, mouse models do not perfectly resemble human cancers and neither does a hypoxia chamber. Hypoxic monoculture of tumor cell lines still only resembles a small part of the intricate physiology of tumors. Like hypoxia, the presence of immune cell signaling and other stroma-dependent parameters can distort the effects of C/EBPδ. Currently, improved in vitro models are being developed which more closely resemble the in vivo situation including a low oxygen tension, high interstitial pressure, and the presence of stromal cells [35]. Such models could reduce the use of animals in pre-clinical research and enhance clinical translation efficacy, leading to more efficient use of funding.

## 4. Materials and Methods

### 4.1. Cell Lines and Cell Culture

MIA PaCa-2 (RRID: CVCL_0428, CRL-1420, ATCC, Manassas, VA, USA), PANC-1 (RRID: CVCL_0480, CRL-1469, ATCC), and Hs 766T (RRID: CVCL_0334, HTB-134, ATCC, Manassas, VA, USA) cells were maintained in DMEM medium (#41965120, Gibco, Waltham, MA, USA) supplemented with 9% (*v*/*v*) fetal bovine serum (FBS) (#S-FBS-NL_015, Serana, Pessin, Germany), 2% (*v*/*v*) penicillin–streptomycin (#15140122, Gibco), and 2 mM L-glutamine (#17-605E, Lonza, Basel, Switzerland), hereafter referred to as complete growth medium, at subconfluency in a tissue culture incubator in 5% CO_2_ at 37 °C or in a hypoxia chamber at 1% oxygen and 37 °C. Cells were monthly tested negative for mycoplasma and their identity was confirmed yearly by STR profiling.

### 4.2. Cloning Strategy and Lentiviral Transduction

C/EBPδ-inducible and Control (CTRL) cells were generated as described previously [14]. In short, MIA PaCa-2 (CRL-1420, ATCC) and PANC-1 cells (CRL-1469, ATCC) were transduced with the pCW57 vector (#80921, Addgene, Watertown, MA, USA) containing the CEBPD cDNA (C/EBPδ-inducible cells) or with the empty vector (CTRL cells). To distinguish C/EBPδ-inducible cells from CTRL cells, green and red fluorophores were added through lentiviral transduction as described before [15].

### 4.3. Competition Assay

Control and doxycycline-inducible cells (5 × 10^4^ per cell line) were mixed and seeded in 6-well plates after which they were treated with doxycycline at a concentration of 2 µg/mL to induce C/EBPδ expression or left untreated. Twice per week, cells were detached using TripLE Express Enzyme (#12604013, Gibco), washed in phosphate-buffered saline (PBS), and resuspended in FACS-buffer (1% FBS in PBS). To determine cell fractions, fluorescence-activated cell sorting was performed on the CytoFLEX S Flow Cytometer (Beckman Coulter, Brea, CA, USA). Cell fractions were quantified using the CytExpert Acquisition and Analysis Software Version 2.4. Instrument settings were calibrated before each use using the CytoFLEX Daily QC Fluorospheres (#B53230, Beckman Coulter). Briefly, single cells were computationally separated from doublets and debris and the fraction of red fluorescent (ECD-A channel) and green fluorescent (FITC-A channel) cells were calculated. Graphs were made using GraphPad Prism (version 9.1.0, GraphPad Software Inc., San Diego, CA, USA).

### 4.4. Animal Experiments and Declarations

All animal experiments were approved by the Animal Experimentation Committee of the Academic Medical Center Amsterdam and conducted in accordance with national guidelines. Ethical approval was granted by the Central Animal Experiments Committee (Centrale Commissie Dierproeven). Age-matched female athymic nude mice were purchased from Envigo and housed on a 12 h light-dark cycle at 20–26 °C. Animals were randomly assigned to experimental groups prior to tumor cell injection. Before tumor cell injections, animals were anaesthetized in 1.5–2% isoflurane in 100% oxygen. Doxycycline-inducible and control MIA PaCa-2 cells (1 × 10^6^ cells in 50% Matrigel (#356231, Corning, Glendale, AZ, USA)) were mixed at equal ratios and subcutaneously injected into the flank of 8 mice per treatment group. Mice in the treatment group received 2 g/L doxycycline in the drinking water supplemented with 1% glucose (#G8769, Merck, Amsterdam, The Netherlands) which was refreshed 2–3 times per week. Tumors were measured twice per week in three directions and the volume was calculated as (length × width × height)/2. Upon reaching a tumor volume of 1 cm^3^, or a humane endpoint, mice were sacrificed by cervical dislocation under anesthesia with 4–5% isoflurane in 100% oxygen. Harvested tumors were parted and either stored in 0.9% NaCl for single-cell dissociation and FACS analysis or in 10% neutral buffered formalin (NBF) for sectioning.

### 4.5. Single Cell Dissociation and FACS Analysis

Tumors were washed in ice cold PBS, minced using a scalpel on ice and subsequently processed as essentially described before [36]. Briefly, minced tumors were incubated for 60 min a 37 °C with a dissociation enzyme cocktail containing 1 mg/mL Type VIII Collagenase (#C2139, Sigma-Aldrich, Saint Louis, MO, USA), 2 mg/mL Dispase II (#4942078001, Sigma-Aldrich), 1 mg/mL Soybean Trypsin Inhibitor (#17075029, Gibco), and 1 unit/mL DNase I (#M0303S, New England Biolabs, Ipswich, MA, USA) dissolved in PBS. Per tumor, 4 samples were collected and diluted in 10 mL of complete growth medium to inactivate dissociating enzymes, passed through a 70 µm cell strainer, pelleted, and re-suspended in FACS buffer for FACS analysis as described in Section 2.3.

### 4.6. Fluorescence Analysis of Tumors

For cryosections, tissues were fixed in 10% neutral buffered formalin (NBF) overnight and then saturated in 30% sucrose overnight. The Cryostat CryoStar NX70 (Epredia, Breda, The Netherlands) was used to slice 10 µm thick sections which were mounted using ProLong Gold Antifade Mountant (#P36930, Thermo Fisher Scientific, Waltham, MA, USA) on SuperFrost specimen holders (Epredia). Sections were imaged using the EVOS FL Cell Imaging System (Thermo Fisher Scientific).

### 4.7. Immunohistochemistry

For immunohistochemistry, samples were fixed in 10% NBF overnight and dehydrated through an ethanol series before embedding them in paraffin. Sections 5 µm thick were deparaffinized and re-hydrated followed by antigen retrieval in citrate buffer at pH 6. Endogenous peroxidase was blocked using Dako REAL Peroxidase-Blocking Solution (#S2023, Agilent, Santa Clara, CA, USA), slides were rinsed in PBS, and blocked using Ultra V Block (#TA-125-UB, Thermo Scientific) for 10 min at room temperature. Primary antibodies (1:500; rabbit-anti-HIF-1α, #36169, Cell signaling, Danvers, MA, USA; and 1:200; α-SMA, #ab5694, Abcam, Cambridge, UK) were diluted in antibody diluent (#UD09-500, Immunologic) and incubated overnight at 4 °C. The next day, slides were rinsed in PBS, incubated with BrightVision one component detection system anti-rabbit IgG HRP (#DPVR-55HRP, Immunologic) for 30 min followed by incubation with 3,3′-Diaminobenzidine (BS04-999, Immunologic) for 1 min, 2 rinses in demineralized water and hematoxylin-counterstaining for 1 min (#VWRK4085.9001, Avantor, Amsterdam, The Netherlands). Sections were rinsed in tab water, cleared in xylene, and mounted using Pertex (#00811-EX, Histolab, Askim, Sweden).

### 4.8. RNAscope

To visualize *CEBPD* mRNA in consecutive sections, the RNAscope system (RNAscope 2.5 HD Assay—Brown, #322300, Advanced Cell Diagnostics, Newark, CA, USA) was used according to the supplier’s protocol; slides were pre-heated to 60 °C, deparaffinized, twice incubated in 100% ethanol for 1 min, and air-dried. Endogenous peroxidase was quenched using the RNAscope Hydrogen Peroxide (#322330) for 10 min at room temperature. Heat-induced antigen retrieval was performed at 99 °C using 1× RNAscope Target Retrieval Reagent (#322000) for 15 min, followed by a wash in demineralized water and incubation in 100% ethanol for 3 min. Protease treatment was performed at 40 °C using the RNAscope Protease Plus Reagent (#322330) for 30 min. The undiluted target probe (Probe-Hs-CEBPD-O1, #831431), positive control probe (PPIB, #300031), and negative control probe (dapB, #310043) were applied to different sections and incubated for 2 h at 40 °C. Slides were washed in 1× wash buffer (#310091) and incubated with amplification probes 1, 2, 3, and 4 (Amp 1/2/3/4, #322310) for 30, 15, 30, and 15 min with intermittent washes in 1 wash buffer. Amp 5/6 were incubated for 30 and 15 min at room temperature with intermittent washes. Sections were incubated with RNAscope diaminobenzidine (DAB, #322300) for 10 min at room temperature, washed, counter-stained with Mayer’s Hematoxylin (#VWRK4085.9001, Avantor) diluted 1:2 in demineralized water for 2 min, and rinsed under tap-water. Stained slides were dehydrated in an ethanol series followed by xylene and mounted using Pertex (#00811-EX, Histolab, Askim, Sweden). All slides were scanned using the Philips IntelliSite Ultra Fast 1.6 slide scanner.

### 4.9. Protein Analysis Using Capillary Western Immunoassay (WES)

Cells (1 × 10^5^) were seeded in 24-well plates under the respective experimental conditions. Upon treatment, cells were lyzed using 4x Laemmli sample buffer (#1610747, Bio-Rad, Veenendaal, The Netherlands) supplemented with 2% β-mercaptoethanol on ice and boiled for 10 min. HIF-1α and C/EBPδ protein levels were subsequently quantified using the WES Simple Western capillary-based automated immunoassay system (ProteinSimple, San Jose, CA, USA) according to the supplier’s protocol. In short, 2 µL protein lysate mixed with fluorescent master mix, blocking reagent, primary antibodies (anti-C/EBPδ antibody;1:20; sc-365546, Santa Cruz Biotechnology, Dallas, TX, USA; anti-HIF-1α antibody; 1:20; #36169, Cell Signaling; and anti-α-Tubulin; 1:50; #sc-2398, Santa Cruz Biotechnology), HRP-conjugated secondary antibodies, and chemiluminescent substrate was pipetted into the WES detection module. Next, the plate was run using default instrument settings consisting of: stacking and separation at 375 V for 25 min, blocking reagent for 5 min, primary and secondary antibody both for 30 min. The obtained electropherograms were finally processed and analyzed using the Compass software (ProteinSimple, software version 5.0.1) after which the obtained chemiluminescence signal of the protein of interest (C/EBPδ or HIF1α) was divided by that of the house keeping protein (α-Tubulin).

### 4.10. RNA Extraction and RNA Sequencing

Cells were seeded in 12-well plates (3.5 × 10^5^ per well), either treated with doxycycline at 2 µg/mL to induce C/EBPδ expression or left untreated and incubated for 48 h under normoxia or hypoxia. Cells were then lysed and RNA was extracted and processed as described before [15]. Sequencing libraries were prepared and sequenced using the Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA) as described before [15].

### 4.11. Proliferation Assay

Control and doxycycline-inducible cells were seeded at increasing confluences (1.25 × 10^3^–2 × 10^4^ per well) in 96-well plates. After cells attached, 2 µg/mL doxycycline were added to half of the wells in each condition and plates were transferred to hypoxia (1% oxygen) for 72 h. Plates were imaged using the IncuCyte S3 Life-Cell Analysis System (Satorius, Göttingen, Germany) at t = 0 h and at t = 72 h after doxycycline treatment. The IncuCyte Life Cell Analysis Software version 2021C was used to quantify cell confluence and the doxycycline-induced fold change was calculated as (confluence [doxycycline-treated]/confluence[untreated]) after correcting for differences in confluence at t = 0.

### 4.12. Bioinformatics Analyses

RNA sequencing of doxycycline-induced and control cells under normoxia has been described and published previously (Gene Expression Omnibus, accession number GSE214028) [15]. RNA sequencing of induced and control cells under hypoxia (for 48 h) was performed and analyzed similarly and can be found at Gene Expression Omnibus under accession number GSE226038. Briefly, the RNA sequence read quality was assessed using FastQC (version 0.11.5). Reads were aligned to the human reference genome (NCBI37/hg19) using STAR v2.7.1 and annotated with Gencode v32. The R2 Genomics Analysis and Visualization Platform [23] was used to determine differentially expressed genes using the DESeq2 package (version 1.18.1) with a cutoff at FDR-corrected *p* < 0.01. The same platform was used to conduct gene set analyses involving the Broad 2020 Hallmark gene set collection [22].

### 4.13. Quantitative Image Analysis

The images shown in Figure 3A,B were used to correlate the localization of *CEBPD* mRNA and HIF-1α protein signals in tumors. Quantitative image analysis was performed using ImageJ Version 1.53 [37] and the JACoP plugin [38]. Images were prepared in Adobe Photoshop Software (version 23.4.2) by converting them to 16-bit depth, selecting the magenta channel, and inverting the gray values. Automatic thresholding was used to calculate the Overlap Coefficient and Mater’s Coefficients (the fraction of each respective signal overlapping with the other signal).

### 4.14. Statistical Analyses

All statistical tests, sample sizes, and error bar definitions are given in the respective figure legend. The *t*-tests and Mann–Whitney U tests were conducted in GraphPad Prism (version 9.1.0, GraphPad Software Inc.), and differential gene expression analysis and gene set analysis were performed using the Genomics Analysis and Visualization Platform R2 (R2.amc.nl, accessed on 15 June 2022) [23]. All graphs were made in GraphPad Prism (version 9.1.0, GraphPad Software Inc.).

## 5. Conclusions

Although different in vitro models have shown a growth-suppressive effect of C/EBPδ in PDAC cells, we were unable to show a significant C/EBPδ-induced reduction of proliferation of these cells in vivo and under hypoxic in vitro conditions. Instead, we point out a reciprocal loop of C/EBPδ and HIF-1α, the main mediator of the response to hypoxia, which likely contributes to the loss of C/EBPδ’s tumor suppressive effect. Our findings emphasize the fact that C/EBPδ acts context-dependently and urges the use of improved pre-clinical models to enhance successful clinical translation.

## Figures and Tables

**Figure 1:**
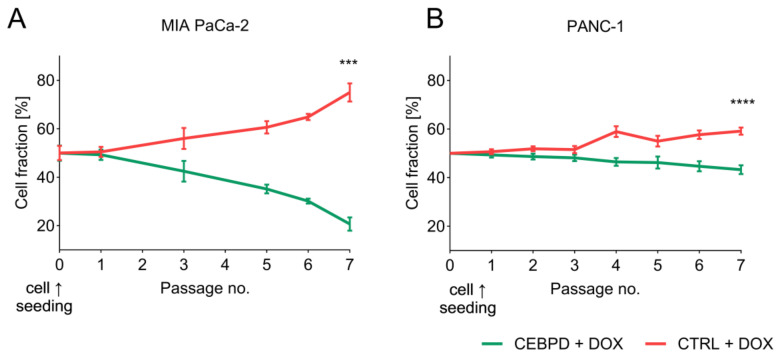
Competition assay of *CEBPD*-inducible and control (CTRL) cells. (**A**) MIA PaCa-2 or (**B**) PANC-1 cells harboring a doxycycline-inducible overexpression construct for *CEBPD* expression (*CEBPD*, green lines) or a control construct (CTRL, red lines) were mixed at equal ratios (cell seeding, passage 0) and treated with doxycycline (DOX). Cells were cultured for a period of 4 weeks with two passages per week and the ratio of both daughter cell lines—CEBPD and CTRL—was determined at each passage using fluorescence activated cell sorting (FACS). These data are corrected for cell line-specific differences in proliferation observed in untreated cells and normalized to t = 0. Experiments were conducted in triplicate, shown as the mean ± SEM. *** *p* < 0.001; **** *p* < 0.0001.

**Figure 2:**
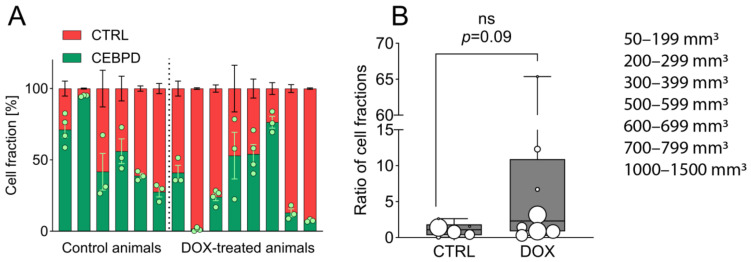
Subcutaneous competition assay of C/EBPδ-inducible and CTRL cells. (**A**) FACS analysis was used to determine the fraction of inducible (green) and CTRL (red) MIA PaCa-2 cells in subcutaneous tumors of doxycycline-treated and untreated mice (n = 3 or 4 samples per mouse/tumor). Green dots represent individual tumor samples. Red and green cell counts were normalized to those in the control group and normalized counts were transposed to 100% per mouse. Shown is the mean ± SEM. (**B**) Shown is the ratio of green and red fractions as derived from (**A**) (ratio = red fraction/green fraction). The size of marks correlate with tumor volumes at the day of sacrifice. One-tailed Mann–Whitney U test shows no significant difference in ratio between treated (DOX) and untreated (CTRL) tumors (*p* = 0.09). ns = not significant.

**Figure 3:**
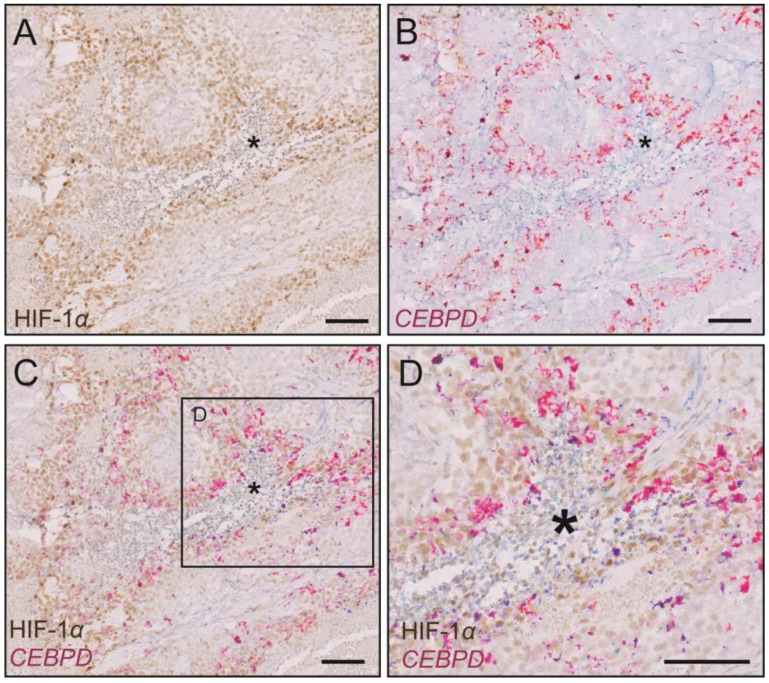
HIF-1α protein and *CEBPD* mRNA in PDAC xenografts. (**A**) HIF-1α protein staining, (**B**) *CEBPD* mRNA staining, and (**C**,**D**) overlay of HIF-1α protein and *CEBPD* mRNA staining. Scale bar is 100 µm. * marks an area of cells undergoing uncontrolled cell death due to insufficient levels of oxygen (necrotic area).

**Figure 4:**
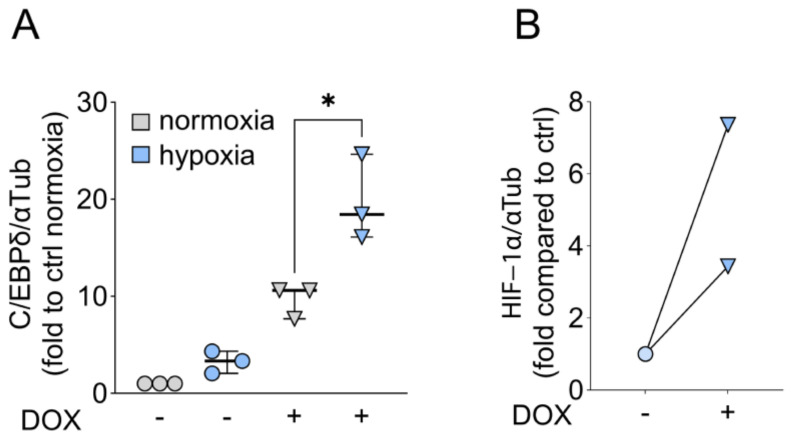
Hypoxia induces C/EBPδ in PDAC cell lines. (**A**) C/EBPδ protein is induced in MIA PaCa-2 cells upon doxycycline treatment (DOX, half-filled circles) as opposed to untreated cells and even more so in the presence of hypoxia (blue bars, n = 3). One-tailed Mann–Whitney test shows that C/EBPδ induction is significantly improved under hypoxia (* *p* = 0.05). Data are normalized to C/EBPδ expression in untreated cells under normoxia. (**B**) HIF-1α expression in MIA PaCa-2 cells before and after induction of C/EBPδ under hypoxic conditions (n = 3). Data are normalized to HIF-1α levels in untreated cells.

**Figure 5:**
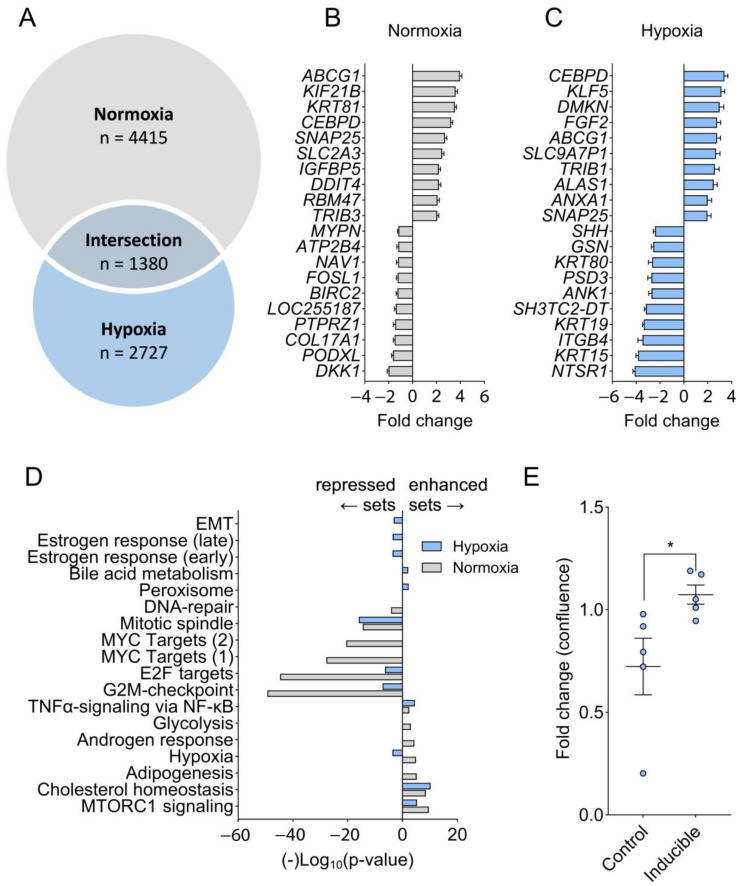
RNA sequencing analysis of C/EBPδ’s downstream effects under normoxia and hypoxia. (**A**) Venn diagram showing differentially expressed genes (DEGs) before and after C/EBPδ induction under hypoxia (blue) and normoxia (gray) for 48 h and the overlapping fraction. Depicted is the number of genes contained in each fraction. Experiments were run using biological triplicates, DEGs were determined using DESeq2. (**B**,**C**) Bar graphs displaying the 10 most up and downregulated genes—of the 100 most significantly changed ones—upon induction of C/EBPδ under normoxia (**B**) and hypoxia (**C**). (**D**) All DEGs after C/EBPδ induction under normoxia (gray bars) and hypoxia (blue bars) were correlated with 50 computationally generated gene sets describing distinct biological states (Molecular Signatures Database Hallmark gene sets [22]) using the build-in gene set analysis function in the Genomics Analysis and Visualization Platform R2 [23]. −Log10 of the significance of overlap is plotted on the y-axis whereby enriched datasets are plotted above y = 0 and depleted sets are plotted below y = 0 (using Log10 (*p*-value) instead of the negative Log10). EMT = epithelial-to-mesenchymal transition. (**E**) Proliferation under hypoxia is negatively affected by doxycycline in control cells (Control) but promoted in C/EBPδ-inducible cells (Inducible). Confluency is normalized to that measured at t = 0 and fold changes are calculated for both conditions as (confluency [doxycycline]/confluency [untreated] at 72 h post-treatment). * *p* = 0.0159, 2-sided Mann–Whitney U test, shown as the mean ± SEM.

## Data Availability

RNA sequencing of doxycycline-induced and control-cells under normoxia has been described and published previously (Gene Expression Omnibus, accession number GSE214028) [15]. RNA sequencing of induced and control cells under hypoxia can be found at Gene Expression Omnibus under accession number GSE226038.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25179449/s1.

# Supplementary material for: Hypoxia Abrogates Tumor-Suppressive Activities of C/EBPδ in Pancreatic Cancer
**Source:** Int J Mol Sci. 2024 Aug 30;25(17):9449. doi: 10.3390/ijms25179449
**Supplement:** Supplementary file 1

# Supplementary Materials Data

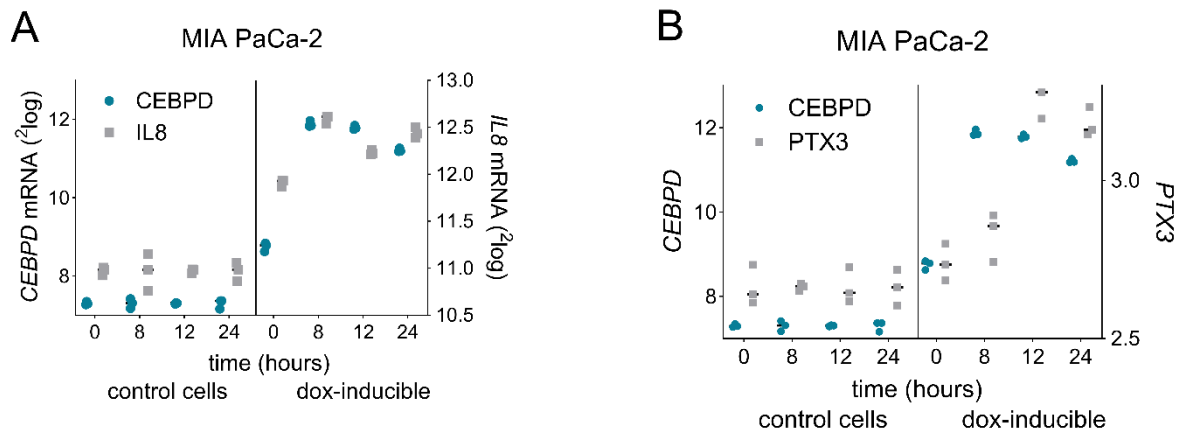

**Figure S1. Target genes of C/EBPδ are induced upon Dox-induction.** mRNA expression of the C/EBPδ target genes *IL8* (A) and *PTX3* (B) are correlated over time with the mRNA expression of *CEBPD* in doxycycline-treated MIA PaCa-2 cells transduced with an empty control plasmid (control cells) and in MIA PaCa-2 cells transduced with a doxycycline-inducible construct for *CEBPD* over-expression.

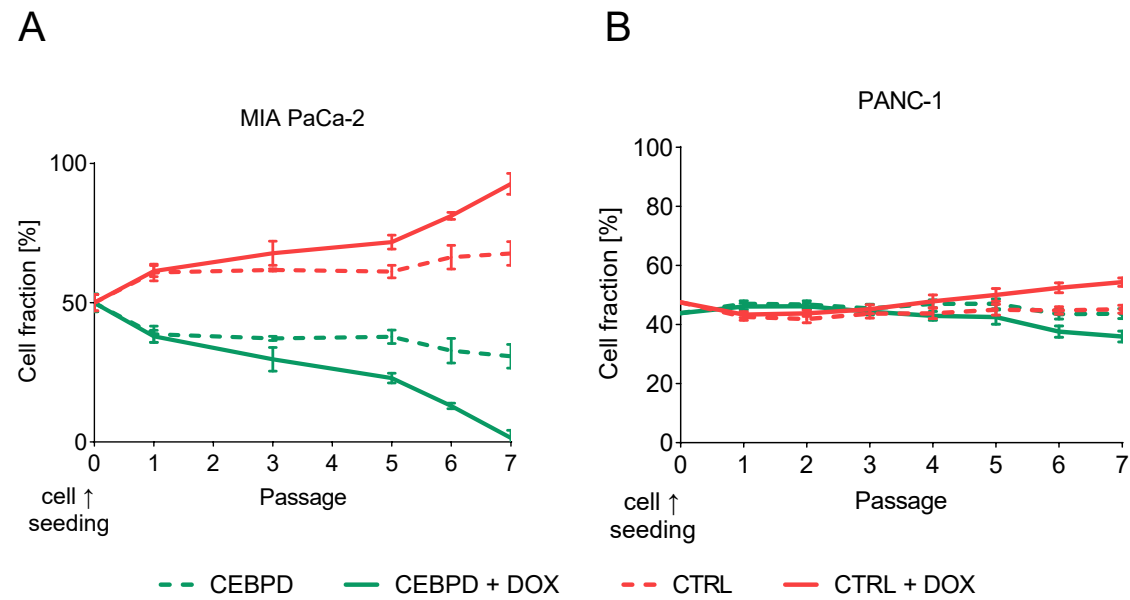

**Figure S2. Raw data of competition assay.** MIA PaCa-2 (A) and PANC-1 (B) cells transduced with either an empty control plasmid (red lines) or a doxycycline-inducible plasmid for CEBPD over-expression (green lines) were either treated with doxycycline (full lines) or left untreated (dotted lines) and the ratio of the control and inducible cells was followed over time. To correct for clonal differences, the data were normalized to the profile of the control cells.

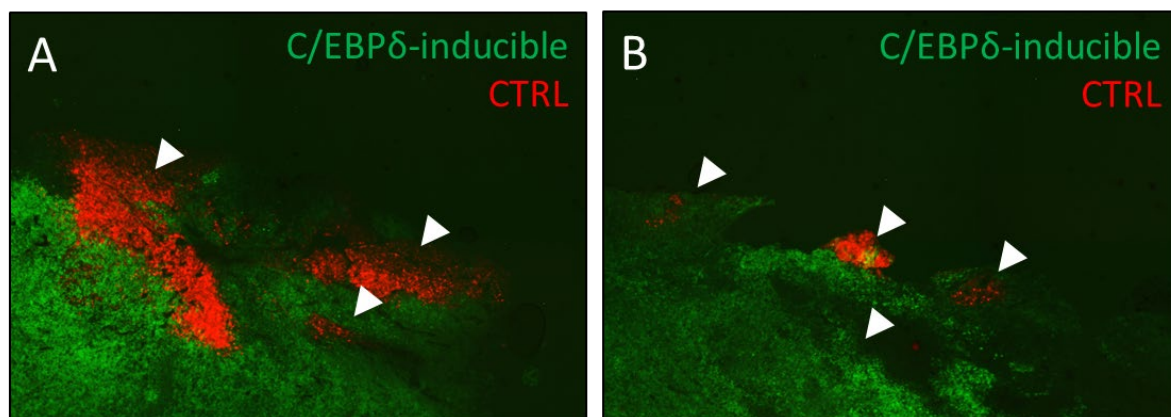

**Figure S3. Fluorescent images of sectioned subcutaneous tumors.** Red fluorescent cells (control cells, white arrow heads) preferably grow at the periphery of the tumor while green (C/EBP $\delta$ -inducible) cells comprise the core of the tumor. (A) is derived from a mouse treated with doxycycline, (B) from an untreated control animal.

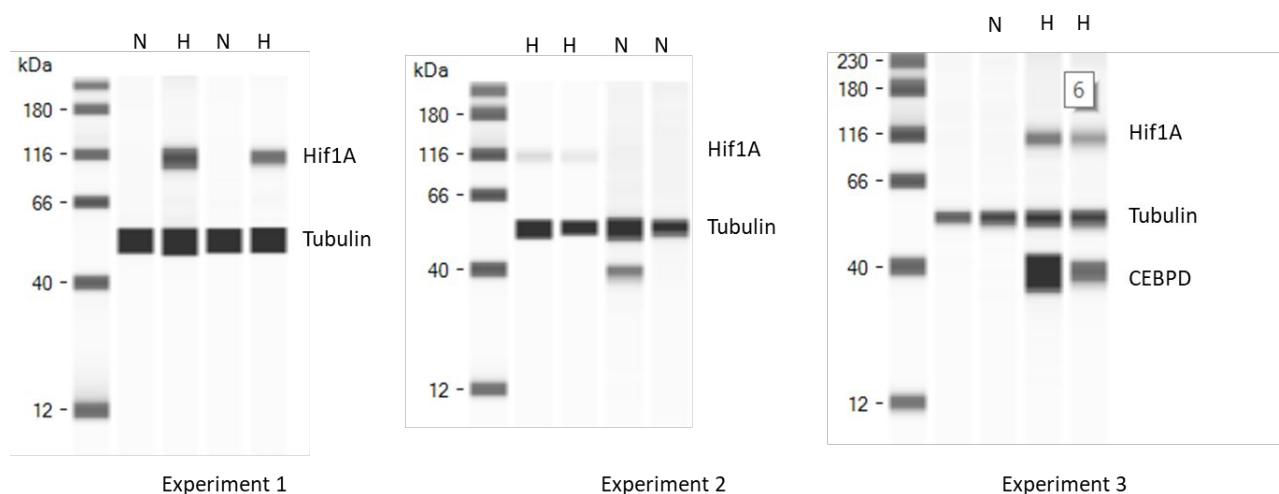

**Figure S4.** Simple Western blot lane view for data shown in Figure S6 (i.e., Normoxia (N) versus Hypoxia (H)).

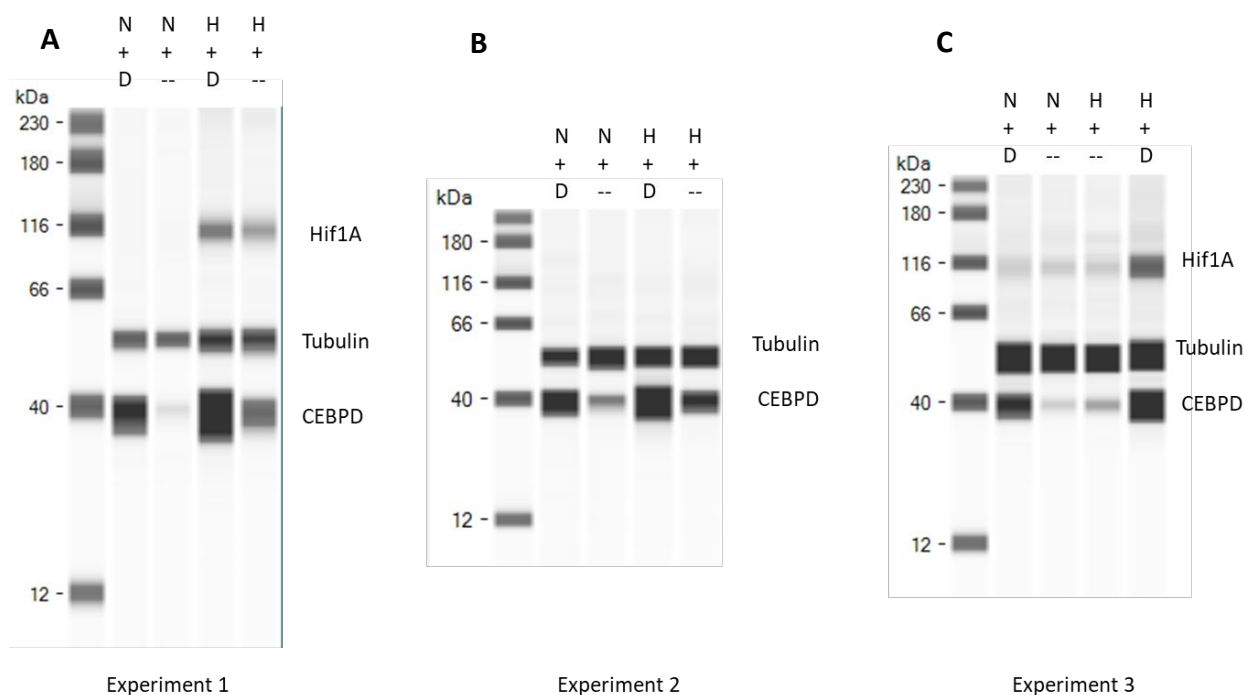

**Figure S5.** Simple Western blot lane view for data shown in Figure 4A (panels (A–C); i.e. Normoxia (N) or Hypoxia (H) in combination with DOX (D) or control (–) stimulation) and Figure 4B (panels (A,B); i.e., Hypoxia (H) in combination with DOX (D) or control (–) stimulation).

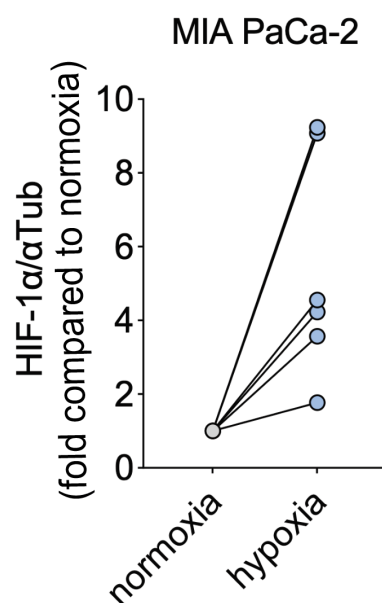

**Figure S6.** Induction of HIF-1α protein in MIA PaCa-2 cells under hypoxia.

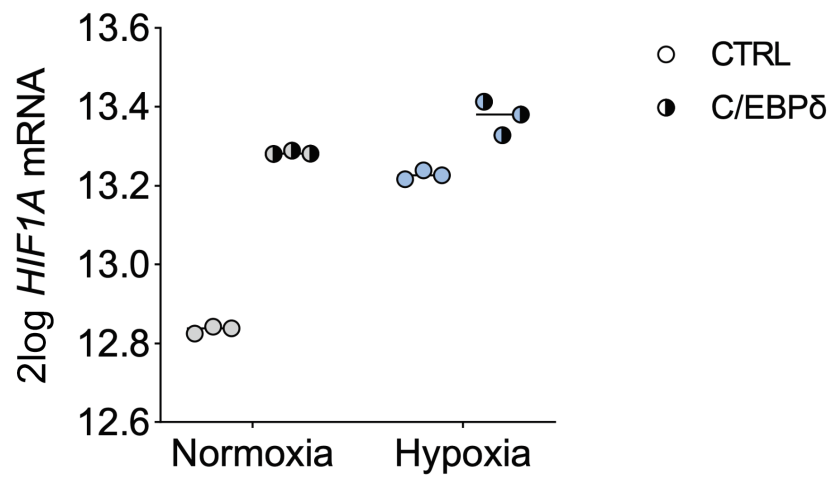

**Figure S7.** *HIF1A* mRNA expression is enhanced upon C/EBPδ induction in MIA PaCa-2 cells under normoxia and further enhanced under hypoxia. Data are derived from RNAseq data at available at Gene Expression Omnibus under accession number GSE226038.

How the deposited data were processed for this re-analysis (not part of the article)

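RNA of MIA PaCa-2 cells, an established human pancreatic cancer cell line, was sequenced after 48 h at 1% oxygen in 3 control libraries and 3 C/EBPδ-induced libraries. The conditions and replicate numbers were taken from the sample labels and the paper. The labels give doxycycline at 2 µg/mL for both groups and a control construct for the first, while the heading of the deposited table names both groups as cells with the CEBPD construct and gives doxycycline for the induced group only. The paper's text holds both descriptions. The labels describe a scrambled sequence in the control construct and the paper an empty vector, and the medium held 9% serum by the paper and 10% by the labels. Which libraries are induced is the same in each source, and the conflict was not settled from the values. The normoxic libraries were not analysed here.

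The authors assessed read quality with FastQC, aligned reads with STAR to NCBI37/hg19, annotated them with Gencode v32 and deposited a table of raw counts per gene. The counting tool and its use of strand are not named in the paper's text. The 6 columns of the table were each matched to a library by the name in its labels. The table held 31728 genes. The total counts were 10988972, 10289770 and 24226349 in control replicates 1, 2 and 3 and 18410742, 14589323 and 9279762 in induced replicates 1, 2 and 3. Precision differs between the libraries accordingly, and it is lowest for genes with few counts. A gene was called present in one group only when the other group had at most 3 counts in each library, and folds against such a group are lower bounds.

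Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were filtered with filterByExpr, libraries were scaled by TMM, and 14948 genes were tested with the quasi-likelihood test on the group alone. P-values were adjusted by Benjamini and Hochberg, with the paper's cutoff of 0.01. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Values in CPM are scaled by TMM, except those of the marker lists, which are relative to the total counts. DESeq2 1.42.0 was run as an alternative, and adjusted p-values it did not give were left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

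Gene lists were tested with camera at a preset correlation of 0.01 and by Fisher's exact test of their overlap with lower and with higher DEGs, at an adjusted p of 0.05. Of the 11 lists, 9 were written from memory, 7 of them to approximate Hallmark sets, so their members differ from the database's sets to an unknown extent, and 2 are the cell cycle lists of the Seurat package. The genes named are those the paper names for this experiment or as targets or regulators of C/EBPδ, the 10 highest and 10 lowest log2 fold changes among the 100 smallest p-values, up to 3 genes of each list by p-value, and up to 3 genes in each direction among those present in one group only, by mean expression. CEBPA and CEBPB and the myeloid and epithelial marker lists, of 15 genes each, were chosen after some values had been seen. The marker lists were examined first by their median level, then by the direction of their genes and last by their level against the typical gene present in the induced group only, and the criterion was changed each time with the values known.

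Coordinates are from GENCODE 44 placed on GRCh37, which gave a position for 31283 of the genes, so gene boundaries may differ from those of the authors' annotation. GC content and transcript length were known for 99.5% of the genes tested. Median log2 fold changes in runs of 20 and of 50 neighbouring genes were set against 1000 permutations of gene order.

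Each test was tried on simulated counts with 200 genes changed by a log2 fold change of 1 either way. The changed genes were drawn from those with a mean over 50 counts. Smaller changes and changed genes with few counts were not tried, whereas the DEGs had a median absolute log2 fold change of 0.49. Among 14676 genes tested, edgeR recovered 197 and made 5 false calls. Among 14948 genes, DESeq2 recovered 189 and made 1 false call. DESeq2 fell 1 gene short of the bar first set for both tools, and the bar was lowered after this had been seen, with the simulation left as it was. All 200 changes had the right sign with both tools. Camera found the changed list and called 0 of the unchanged lists among the 51 simulated lists, but simulated genes are independent, so this says nothing on correlated genes. The genes of the changed list were all lowered by a log2 fold change of 1, a larger shift than the median of any list tested here. Offsets for GC content and length took the calls made by a simulated GC trend from 6423 to 0 among 14679 genes. With a simulated log2 shift of 0.3 on chromosome 8 among 14849 genes, 430 of its 446 runs of 50 genes were beyond the limit, but only 9 of its 476 runs of 20 genes.

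The gene lists, the rule for naming genes and the following alternatives were set before the data were examined. The alternatives were other scalings (RLE and upper quartile), no filter on low counts, at least 10 counts in every library, DESeq2 on the same genes and on all genes, a block for the replicate number, leaving out each library, thresholds of 0.05 and of a log2 fold change of at least 1, fry, camera with an estimated correlation, the MYC, E2F, G2M and mitotic spindle lists without the genes they share, and runs of 50 genes. Counts thinned to the lowest library total, offsets for GC content and transcript length, each list without genes of any other list where at least 5 were left, the cholesterol list without the genes of the sterol synthesis list and the hypoxia list without those of the core HIF list were added after the data had been seen.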

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

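The genes in this part lie outside those the paper discusses. The tests of myeloid and epithelial marker lists, of sequencing depth and of doxycycline were chosen after the result had been seen.

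Present in one group only were 32 genes, 28 of them higher and 4 lower in the induced libraries, and none is shown in Figure 5. The same 32 genes were called by DESeq2 applied to all genes. ORM1 had 738, 493 and 320 counts in the induced libraries and at most 3 in any control library, which makes it at least 151-fold higher. S100A9 was at least 93.3-fold higher, C3AR1 at least 54.7-fold and PADI2 at least 46.6-fold. SLPI and CDH1 had up to 6 and 4 counts in a control library. They reached 63.2 ± 13.6 and 39.5 ± 2.68 CPM (SD, n = 3) in the induced libraries, against 0.146 ± 0.130 and 0.0556 ± 0.0964 in the control libraries. In the other direction, SIGIRR was at least 8.12-fold lower, RP1-127C7.8 at least 6.38-fold and CHST4 at least 5.12-fold. Reads of ORM1 are uncertain because ORM2, also among the 28, is nearly identical to it, and FTLP14, another of them, lies within CDH1.

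Deeper sequencing of the induced libraries is argued against by induced replicate 3, whose total of 9279762 is the lowest of all, since 28 of 28 higher genes had over 3 counts there. Cells of another type would bring their abundant transcripts along, which would then lie above the typical gene of the 28, at a median of 2.26 CPM in the induced libraries. Genes over 1 CPM in the control libraries were left aside, since a small share of other cells would not show in them. Of the epithelial list, 13 genes were found in the table and 4 of them, KRT8, KRT18, KRT19 and CLDN4, were over 1 CPM. The other 9 of 9 stayed below that median, and the highest was KRT7, which went from 0.222 to 0.818 CPM. Of the myeloid list, 11 genes were found and 3 of them, SRGN, LAPTM5 and CORO1A, were over 1 CPM. The other 8 of 8 stayed below that median, with CD74 at 0.254 CPM, HLA-DRA at 0.195 CPM and CSF3R highest at 1.47 CPM. Of the 9 epithelial genes, 3 had a higher mean in the induced libraries and 6 a lower one. CDH1, an epithelial gene that was higher in the induced libraries, was not on the list. The values argue against epithelial cells that express the listed genes as the source of the whole pattern. For myeloid cells this stays open, because 6 of their 8 genes had a higher mean in the induced libraries and 2 a lower one. Other cell types were not tested.

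S100A9, S100A8 and LYZ, of which the last pair was chosen after its values had been seen, are themselves abundant in myeloid cells, and for them this comparison decides less. Of the 11 genes of the myeloid list, 8 had a higher mean in the induced libraries and 3, LAPTM5, LCP1 and AIF1, a lower one. FCER1G went from 0.232 to 1.10 CPM, and SRGN, the most abundant, from 501 to 640 CPM. CSF3R and SRGN were called higher among the 4 genes tested. For S100A9, S100A8 and LYZ, and for the rest of the 28 genes, the source was not settled. A small share of myeloid cells and a response of the cells themselves cannot be told apart. The list moves both ways and most of it had too few counts to be tested.

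Which treatment the genes respond to stays open as well. Induction of C/EBPδ is the difference the design names. By the sample labels both groups received doxycycline, and by the heading of the deposited table only the induced group did. There were 0 groups with libraries both with and without doxycycline, so a response to doxycycline itself and one to C/EBPδ cannot be told apart if the heading is right. A difference between separately transduced cell populations was not tested for these genes.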

How the results depend on the processing

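The alternatives with thinned counts, with offsets for GC content and transcript length, without genes shared with any other list, and without the genes of the sterol synthesis or core HIF list were chosen after the data had been seen. Most results kept their direction and their side of the threshold. Of 80 genes named or counted, 77 did so under each alternative in which they were tested. The log2 fold change of CEBPD ranged from 3.31 to 3.44 and that of HIF1A from 0.19 to 0.25. The exceptions were MYC, FBXW7 and IL6R. Among the main comparisons, 2 results under an alternative went the other way, 8 were weaker, 1 was stronger and 10 were counts that moved. Beyond the main comparisons, 12 results under an alternative went the other way, 18 were weaker and 6 stronger.

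The number of DEGs was 682 when a log2 fold change of at least 1 was also required, with 327 higher and 355 lower. At an adjusted p under 0.05, 2330 genes were higher. Both follow from the threshold itself. The other alternatives left the number within 1.5 times of 3404. It ranged from 2478 to 3350 across the 6 fits that each left out one library, and was lowest without induced replicate 1. The share of DEGs with higher expression was 45.5%, and 51.1% with upper quartile scaling, and no other scaling moved it further. Of the 10 splits of the 6 libraries into 3 and 3, only the real one, 1 of 10, called any gene. The other 9 called 0, with between 123 and 354 genes at an unadjusted p under 0.05 against 6162 in the real split. Each mixed split puts the real difference into the spread within its groups. Few calls were therefore likely beforehand, and the contrast with the real split says little. A share below 1 in 10 is out of reach with 6 libraries.

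The calls on gene lists depended on how the correlation between genes was treated. With the correlation estimated for each list, 0 of the 11 lists passed, with 2 at an unadjusted p under 0.05. The adjusted p was then 0.382 for the E2F list, 0.366 for the G2M, cholesterol and hypoxia lists and 0.110 for the mitotic spindle list. Without genes shared among the MYC, E2F, G2M and mitotic spindle lists, the G2M list had an adjusted p of 0.392, with 87 of its 195 genes left. The E2F list kept its call with 102 of its 199 genes left and the mitotic spindle list with 146 of 189, and the MYC lists, with 141 and 36 genes left, still did not pass. Without genes shared with any of the 11 lists, 3 lists passed, the mitotic spindle, hypoxia and G2/M phase lists. The sterol synthesis list then had too few genes left to be tested. The adjusted p was 0.136 for the E2F list with 83 genes left and 0.539 for the G2M list with 77. It was 0.539 for the cholesterol list with 35 genes left, in the lower direction. With only the genes of the sterol synthesis list removed, the cholesterol list had an adjusted p of 0.852, also in the lower direction, so that its call rests on those genes. The hypoxia list without genes of the core HIF list passed with 125 genes (0.0018). Without a filter on low counts, MYC list 1 was lower with an adjusted p of 0.0155, and the cause was not tested. In the real split 9 lists passed camera at the preset correlation, and 1 of the 10 splits, the real one, reached that number. The mixed splits gave between 2 and 8 lists, although none of them called a gene. These splits still hold a part of the real difference, so they are not free of it, but the number of lists alone is weak evidence.

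The log2 fold change of MYC was near 0 and changed sign, to 0.024 with upper quartile scaling, 0.0054 with at least 10 counts in every library and 0.0075 with thinned counts. It ranged from -0.058 to 0.040 across the fits that left out one library, with adjusted p-values between 0.27 and 0.98 over its alternatives, so that no direction was seen in any of them. The overlap of MYC list 1 with lower DEGs went the other way under 5 alternatives. Its adjusted p was 0.684 with upper quartile scaling and 0.681 with at least 10 counts in every library. The others were the fits without control replicate 2 (0.376), induced replicate 1 (0.511) or induced replicate 3 (0.497). Across the fits that left out one library, the adjusted p ranged from 0.00038 to 0.870. It was 0.00038 without control replicate 3. It passed at a DEG threshold of 0.05, with DESeq2 on all genes and without the filter as well, and the cause was not tested. The overlap of MYC list 2 with higher DEGs had an adjusted p from 0.343 to 1 across the fits that left out one library, and its median log2 fold change ranged from -0.013 to 0.055, below 0 without control replicate 3.

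The overlap of the S phase list with lower DEGs, with an adjusted p of 0.034, lost its call under 7 alternatives. These were upper quartile scaling (0.241), at least 10 counts in every library (0.129), DESeq2 on the same genes (0.0994) and on all genes (0.0744), and the fits without control replicate 2 (0.128), induced replicate 1 (0.201) or induced replicate 3 (0.146). The camera call of that list was lost without induced replicate 3 (0.061) and with an estimated correlation (0.498). It was also lost without genes shared with any other list (0.136), with 15 of its 43 genes left.

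FBXW7, with an adjusted p of 0.017, passed the threshold with upper quartile scaling and with offsets for GC content and length. IL6R lost its call with DESeq2 on all genes, with thinned counts and without control replicate 3 or induced replicate 1. Genes present in one group only numbered from 32 to 60 across the fits that left out one library. They numbered 49, 56 and 60 without control replicates 1, 2 and 3, since 2 control libraries at or under 3 counts are a weaker requirement than 3. With at least 10 counts in every library no such gene can remain and no value was had. Regions of neighbouring genes that moved together numbered 4 with runs of 20 genes and 1 with runs of 50.

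Replicates with the same number did not deviate together, with correlations of 0.0427, 0.0219 and 0.0045 across genes for replicates 1, 2 and 3, so the numbers do not pair the libraries. With the replicate number as a block, 3459 genes were called.

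The lowest total of 9279762 counts limits genes with few counts. With the counts of each library thinned to that total, 3021 genes were called, 2900 of them among the 3404.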

Differences from the paper's values

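The log2 fold change of HIF1A under hypoxia was 0.22, against a difference of about 0.15 on the log2 scale in Figure S7, read by eye. The gap is just over the spread between replicates, 0.058, and is small beside what reading by eye allows. Of the alternatives set before the data were examined, no filter on low counts gave 0.20, DESeq2 on all genes 0.21, leaving out control replicate 2 0.21 and leaving out induced replicate 3 0.19, which came within that spread. The others, from 0.21 to 0.25, did not.

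The paper's number of DEGs under hypoxia is about 2700 in Figure 5A, read by eye, against 3404 here, which is within 1.5 times. DESeq2 on all genes, an alternative set before the data were examined and the tool the paper names, called 2727. The legend of Figure 5A describes the numbers as those of each fraction of the diagram. If the number is that of the fraction outside the intersection, the paper's total under hypoxia is larger by the intersection, and neither 3404 nor 2727 is the same quantity as that number.

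The axis of Figure 5C is labelled as a fold change. The bars, read by eye, lie within the error of the log2 fold changes computed here for 20 of 20 genes, with a largest gap of 0.095, so they are on a log2 scale. On a linear scale CEBPD was 10.5-fold higher, where the bar stands at about 3.4. The bar of KLF5 was read after its value here had been seen.

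Figure 5C ranks CEBPD highest under hypoxia. By edgeR, 6 genes ranked above it, S100A9, C3AR1, CDH1, ORM1, SLPI and PADI2, and PLAU ranked among the lowest 10 in place of SHH. DESeq2 on all genes gave the genes of Figure 5C.

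The paper reports that IL8, listed in the table as CXCL8, rises upon induction of C/EBPδ in MIA PaCa-2 cells (Figure S1), without naming the oxygen level in that legend. Under hypoxia, CXCL8 had a log2 fold change of -0.49 here, and its direction and call were the same under each alternative.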

Other observations

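The tests of scaling for HIF targets and of local copy number were chosen after the results had been seen, as were the genes CEBPA and CEBPB.

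HIF1A mRNA was higher in the induced libraries while lists of genes that respond to hypoxia were lower. The list of core HIF targets had a median log2 fold change of -0.11 over 41 genes (camera, adjusted p = 0.0018), with 15 DEGs lower and 2 higher, and 16 and 4 when adjusted over the list alone. Under the estimated correlation it did not pass (adjusted p = 0.37). It is not a separate result from the hypoxia list, which holds 34 of its 41 genes. Without genes shared with any other list it kept 7 genes and did not pass (camera, adjusted p = 0.59). VEGFA had a log2 fold change of -1.14 and LDHA one of -0.52, while SLC2A3 went the other way with 1.02. GC content and transcript length argue little for this pattern. With offsets for both, the highest adjusted p among the mitotic spindle, G2M, E2F and hypoxia lists was 0.0033, and that of the core HIF list was 0.0033 as well, with medians still below 0. Under the other scalings the median of the core HIF list was at most -0.085. A lower response of HIF targets in induced cells may underlie the pattern as a hypothesis, and HIF-1α protein and its binding were not measured in these libraries. In other samples of MIA PaCa-2 cells under hypoxia, the paper reports more HIF-1α protein after induction of C/EBPδ (Figure 4B). The lower lists do not follow the direction of that protein, and the reason was not tested.

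The paper names CXCL8 (as IL8) and PTX3 as targets induced by C/EBPδ in MIA PaCa-2 cells with the same kind of construct (Figure S1). From breast cancer cells it cites suppression of FBXW7, which spares mTOR from degradation, and a higher level of the IL-6 receptor. Under hypoxia, CXCL8 had a log2 fold change of -0.49 (adjusted p = 3.8e-08, edgeR's quasi-likelihood test) and PTX3 one of 1.21 (adjusted p = 0.00041). FBXW7 had a log2 fold change of 0.21 (adjusted p = 0.017), MTOR one of 0.08 (adjusted p = 0.25) and IL6R one of 0.71 (adjusted p = 0.0012). FBXW7 did not pass the cutoff of 0.01, and its sign was opposite to the cited suppression. The effect cited for mTOR is on protein, which MTOR mRNA does not test. Related factors moved apart, with 0.83 for CEBPA and -0.48 for CEBPB.

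Genes that Figure 5B shows for normoxia and Figure 5C does not show were examined under hypoxia. Of 6 genes tested among those higher in normoxia, 5 were called higher and 1 lower, which was DDIT4. Of 9 tested among those lower in normoxia, 8 were called lower and 0 higher, and PTPRZ1 was not called.

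Neighbouring genes were examined because a copy number difference between the cell populations would move them together. With runs of 50 genes, 0.0656% of 13722 runs were beyond the limit, and chromosome medians lay between -0.04 and 0.07, which argues against differences over whole arms or chromosomes. With runs of 20 genes, 4 regions were beyond the limit of 0.42. They lie on chromosome 2 from 113299492 with 25 genes, on chromosome 8 from 126010739 with 24 genes, on chromosome 12 from 6982733 with 31 genes and on chromosome 16 from 27214829 with 21 genes, the first with lower and the others with higher expression. Whether these 4 regions differ in copy number or are regulated together cannot be told apart, because no DNA was analysed here. The region on chromosome 8 holds TRIB1 of Figure 5C, with a log2 fold change of 2.63. That on chromosome 12 holds SLC2A3, with one of 1.02, and C3AR1. A contribution of local copy number to the changes of these genes was not excluded. MYC also lies within the region on chromosome 8 and its own level did not move.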
